A study of Zea mays with 6 samples. Its data were reported in "Transcriptional and physiological analyses of Fe deficiency response in maize reveal the presence of Strategy I components and Fe/P interactions" (2017).

How the data were processed

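Root RNA of 6 samples, 3 labelled Fe-deficient and 3 labelled Fe-sufficient, was hybridised to single-colour (Cy3) NimbleGen arrays of 139000 transcript probes and 1663 random-sequence control probes. The deposited files give a linear probe intensity per array, which the authors had normalized between arrays by quantiles before deposit: the minimum and upper quartile intensities are the same on all 6 arrays and the medians lie between 549.97 and 550.03. The study's methods name NimbleScan for image analysis and quantile normalization with summarization by RMA, and the submitters' processing notes name RMA. Whether background was subtracted before deposit is not given in the sources used here. The deposited value table holds the same probe intensities, with a largest difference of 0 from the array files. All arrays came from 1 slide, with the arrays labelled Fe-sufficient at positions 7, 8 and 9 and those labelled Fe-deficient at positions 10, 11 and 12, so position on the slide and group cannot be told apart. The study states that the replicates came from independent cultivations.

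Because the intensities were already normalized, the background and quantile steps planned for raw scanner values were left out. Intensities were put on a log2 scale and the probes of each transcript (2 probes for 40256 transcripts, 3 for 19494 and 1 for 6) were summarised by median polish. Transcripts were compared between groups with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with no covariate, as Fe-deficient minus Fe-sufficient. P-values were adjusted by the Benjamini-Hochberg method over 59756 transcripts, and a transcript was called at an adjusted p of at most 0.05 and a fold change of at least 1.5, the thresholds of the study. A transcript was above background on an array if at least 1 probe exceeded the 95th percentile of that array's random probes. Where it was above background on no array of a group, the fold change is given as a bound: the brighter group's mean against the mean, over the dimmer group's arrays, of the higher of the lowest probe signal above background and the transcript's own value. Above background on all arrays of a group were 46465 transcripts, and 7220 were above background on none.

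Gene names were taken from a RefSeq gene table, used for names only. Of 39219 genes on the array, 18172 matched 1 gene of the table, 519 matched several, and 2499 had a name beyond a locus or clone number. Names of genes in the study's lists follow the study. Gene lists were tested with camera of limma on 1 transcript per gene, the one with the highest mean, with a preset correlation of 0.01 and with an estimated one. Of 25 keyword lists fixed before the data were examined, only 4 had at least 3 genes, since the table holds no gene descriptions, and 30 lists of gene symbols were added before any group was compared, of which 28 had at least 3 genes. The methionine list is a symbol list for that reason. Lists were adjusted within their kind. The genes named in the text were those with an informative name among the 12 largest rises and the 12 largest falls that were called, above background and without overlap of the groups, every gene of the study's lists (28 named as modulated and 9 measured by PCR or mapped, 33 in all), and up to 4 genes per list by p-value, a rule written for keyword lists and applied to symbol lists too. The genes fgs1, Gln1-4, nrt2.2 and nas2 were chosen after their values were seen.

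The procedure was tested on simulated arrays with the measured means and spread of the 59756 transcripts and 200 changed transcripts. Of 50 transcripts changed 8-fold, 92% were recovered, and of those changed 4-fold, 70%; of those changed 2-fold 6% and of those changed 1.5-fold 0% were recovered, with 4 false calls. Smaller changes were thus mostly below what 3 arrays per group can call here. Alternatives were a background correction of the RMA type (normexp with limma's rma75 estimator), normexp with an offset of 50, cyclic loess, median scaling, the mean of probes, a filter on dim transcripts, array weights, the replicate number as a block, each array left out, other thresholds and genes in place of transcripts. No slide block was fitted, since there is 1 slide. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for tables and figures.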

Results

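Root transcript levels of maize (Zea mays, PR33T56) were measured on 6 single-colour NimbleGen arrays. The labels assign 3 arrays to Fe-deficient roots, from plants aged 19 d that were kept without Fe-EDTA for the last 7 d, and 3 arrays to Fe-sufficient roots, from plants of the same age given 100 µM Fe-EDTA for those 7 d. Before that, the plants of both groups had grown in a solution free of Fe, so the Fe-sufficient plants were resupplied after a period of deprivation. Each array held RNA pooled from the roots of 6 plants. The arrays carry 59756 transcripts of 39219 genes, and between 58.37% and 66.52% of the probes of an array were brighter than the 95th percentile of its random-sequence control probes. The number of arrays, 3 per group, limits the precision of every value below. None of the 28 genes that the study tabulates in its main text as modulated by iron deficiency was called between these groups. For that reason the arrays are called "labelled Fe-deficient" and "labelled Fe-sufficient". The longer list of modulated transcripts in the study's supplement was not compared with the calls.

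The comparison of the 2 groups asks which root transcripts respond to iron supply. Of 16 genes of nitrate uptake and assimilation, 2 rose in their brightest transcript in the arrays labelled Fe-deficient, and gln1 rose in a dimmer transcript only. Nitrate reductase NAR (GRMZM5G878558), which reduces nitrate to nitrite, rose 23.6-fold, from a log2 level of 9.92 ± 0.89 to 14.48 ± 0.58 (SD, n = 3 in each group; limma adjusted p = 0.0416). Nitrite reductase NIR (GRMZM2G079381), the next enzyme of the pathway, rose 11.3-fold in its brightest transcript, from 10.78 ± 0.35 to 14.28 ± 0.29 (limma adjusted p = 0.00878), and 15.8-fold and 19.2-fold in its other called transcripts. Of the 5 NIR transcripts measured, 3 were called. A transcript of the methyltransferase gene sum1 (GRMZM2G105604), which acts in the synthesis of siroheme, the cofactor of nitrite reductase, rose at least 8.82-fold and was not above background on any array labelled Fe-sufficient (limma adjusted p = 0.00226). The brighter transcript of sum1 had a log2 difference of 2.11 and was not called (limma adjusted p = 0.251). The ferredoxin-NADP reductase gene fnr1 (GRMZM2G058760) rose 5.17-fold (limma adjusted p = 0.00608). By contrast, none of the 28 genes that the study tabulates in its main text as modulated by iron deficiency was called. Among them were the phytosiderophore exporter TOM1, nicotianamine synthase, the regulators IRO2 and IRO3, and the transporters OPT7 and NRAMP1.

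In all, 51 transcripts of 39 genes were called at an adjusted p of at most 0.05 and a fold change of at least 1.5, 42 of them higher and 9 lower in the arrays labelled Fe-deficient. The groups did not overlap for 17.4% of the transcripts, against 10% expected by chance. Of the 32 genes that rose, 10 have an informative name. Besides the 4 above, the haemoglobin genes Hb2 (GRMZM2G168898) and GLB1 (GRMZM2G067402) rose 9.3-fold and 6.17-fold, with adjusted p of 0.00448 and 0.0294 in limma; on the arrays labelled Fe-sufficient Hb2 was above background on 2 of 3. A transcript of the glutamine synthetase gene gln1 (GRMZM2G098290) rose at least 3.12-fold (limma adjusted p = 0.0346), whereas the brightest transcript of the same gene differed 2.1-fold and was not called (limma adjusted p = 0.132). Genes of putative regulators were also in this group: TAZ1 (GRMZM2G004161) rose 6.51-fold, 5.86-fold and 5.14-fold in its measured called transcripts and at least 5.51-fold in another, and GLK52 (GRMZM2G124495) rose 5.24-fold. A transcript of the homeobox gene HB34 (GRMZM2G002915) rose 5.77-fold, while the brighter transcript had a log2 difference of 0.04 (limma adjusted p = 0.935). The named genes that fell were 3. The brightest transcript of Ent-CPS (GRMZM2G081554), named for ent-copalyl diphosphate synthase, was 4.98-fold lower in the arrays labelled Fe-deficient, at 11.17 ± 0.23 against 13.49 ± 0.26 (limma adjusted p = 0.0188). Another was at least 3.75-fold lower and not above background there (limma adjusted p = 0.0368). A transcript of the phytoene synthase gene psy2 (GRMZM2G149317), of carotenoid synthesis, was 3.73-fold lower (limma adjusted p = 0.0161), and 2 of the 3 psy2 transcripts were called. A transcript of dxr (GRMZM2G056975), of the plastid isoprenoid precursor pathway, was 3.7-fold lower (limma adjusted p = 0.0469). The brighter transcript of dxr had a log2 difference of -0.51 and was not called (limma adjusted p = 0.503). The count rested on single arrays. Without the array labelled Fe-sufficient 1 it was 1096 transcripts, 162 higher and 934 lower, without Fe-sufficient 2 or 3 it was 3 or 6, and without Fe-deficient 1, 2 or 3 it was 2, 22 or 21. It was 28 with a background correction of the RMA type and 165 with array weights.

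**Figure D1:**
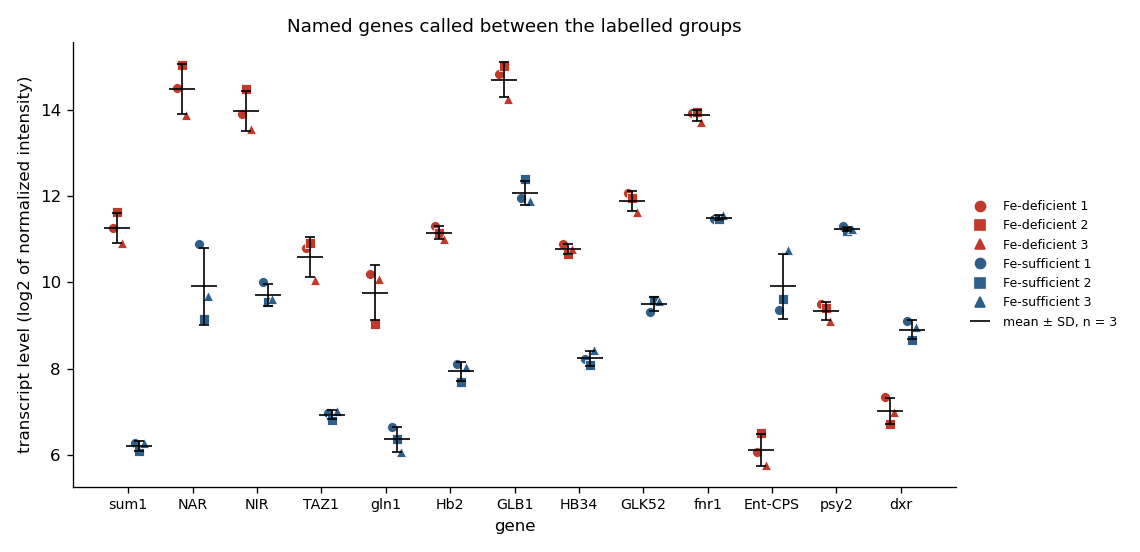
Level of each named gene that was called, as log2 of the normalized intensity of its transcript (vertical axis), by gene (horizontal axis). Coloured points are single arrays of the 2 labelled groups and black bars are the mean ± SD of 3 arrays; for sum1 the arrays labelled Fe-sufficient lie around 6.22 and those labelled Fe-deficient around 11.26.

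The list of nitrate uptake and assimilation genes held 16 measured genes. By the brightest transcript of each gene, 2 rose (NAR and NIR), none fell and 14 were not called, among them gln1, which rose in a dimmer transcript. When p-values were adjusted over the list alone, 5 were higher and 1 was lower. The additional genes were the second nitrate reductase NNR1 (GRMZM2G568636), 5.94-fold (limma adjusted p over all transcripts = 0.0695), gln1 and the glutamate synthase fgs1 (GRMZM2G036609), 1.53-fold (limma adjusted p = 0.317), with the glutamine synthetase Gln1-4 (GRMZM2G036464) 2.36-fold lower (limma adjusted p = 0.433). The nitrate transporter nrt2.2 (GRMZM2G010251) lay between log2 levels of 13.553 and 14.23 on the 6 arrays, with a fold change of 1.18 (limma adjusted p = 0.639). As a list the genes stood higher than other genes (camera, adjusted p = 0.00804 with a preset correlation of 0.01). This call was lost with an estimated correlation (adjusted p = 0.332 with an estimated correlation) and without the array labelled Fe-sufficient 1 (adjusted p = 0.0682). The estimated correlation was -0.0265, below the preset, so a stronger correlation among the genes does not account for the first loss. With an estimated correlation, camera takes its degrees of freedom from the residuals of the 6 arrays, which raises p for the same shift.

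The genes the study names for iron acquisition were compared next. The study chose these genes on its own arrays, so their direction here is no independent evidence. By real-time PCR, the study also found TOM1, YS1, OPT7, NRAMP1 and a phosphate transporter gene higher in Fe-deficient roots, and ferritin lower. None of the genes it measured by PCR was called here. Of the 28 genes, 0 were called in limma over all transcripts and 0 when adjusted over the list alone, and over their 52 transcripts the lowest adjusted p was 0.445, with 5 at an unadjusted p of at most 0.05 and a fold change of at least 1.5. By the brightest transcript of each gene, the median log2 difference of the 28 genes was -0.03 (camera, adjusted p = 0.252, and adjusted p = 0.667 with an estimated correlation). TOM1 (GRMZM2G063306), the exporter of the phytosiderophore deoxymugineic acid, differed 1.52-fold (limma adjusted p = 0.872), with log2 levels of 12.612, 11.137 and 12.587 on the arrays labelled Fe-deficient and 8.489, 13.508 and 12.522 on those labelled Fe-sufficient. The synthesis genes NAS (GRMZM2G050108) and DMAS (GRMZM2G060952) had fold changes of 1.22 and 0.957, with adjusted p of 0.686 and 0.952 in limma. The transporter OPT7 (GRMZM2G421491) had a fold change of 0.982, and its 95% interval ran from 0.665 to 1.45. NRAMP1 (GRMZM2G178190) had a fold change of 0.708 (95% interval 0.492 to 1.02). The alternative NAD(P)H dehydrogenase gene (GRMZM2G041418) was not above background on any array labelled Fe-sufficient and on 2 of 3 labelled Fe-deficient (limma adjusted p = 0.476).

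Among the regulators, IRO3 (GRMZM2G350312) had a fold change of 1.65 (limma adjusted p = 0.463), IRO2 (GRMZM2G057413) of 0.813, the FER-like gene (GRMZM2G107672) of 1.17, IRO4 (AC193786.3_FG005) of 0.699 and the NAC gene (GRMZM5G898290) of 0.846. In the methionine cycle, which supplies the precursor of phytosiderophores, the brightest transcripts of SAMS3 (GRMZM2G054123), CYS1 (GRMZM2G113873), APT1 (GRMZM2G131907), HMT2 (GRMZM2G152470), ARD (GRMZM2G165998), MTN (GRMZM2G171111), MTK (GRMZM2G464137), RPI2 (GRMZM5G891282), the 3 FDH genes (GRMZM2G049811, GRMZM2G362021 and GRMZM2G418005) and the unnamed GRMZM2G057506 had fold changes between 0.737 and 1.08, with none called. For some of these genes the study tabulates other transcripts than the brightest. Over the transcripts it tabulates for them, fold changes ran from 0.643 (SAMS3) to 1.47 (ARD), with none called. The ethylene synthesis genes ACCS (GRMZM2G029135) and AACO (AC148152.3_FG005) were at 0.949 and 1.01. The phosphate transporter PHT1-7 (GRMZM2G112377) was at 1.04 and the PHO1-H1 genes GRMZM5G891944 and GRMZM2G064657 at 0.664 and 0.699 in their brightest transcripts, all uncalled. The transcript of GRMZM5G891944 that the study tabulates as higher was a dimmer one. It was at 0.404 here (95% interval 0.192 to 0.85) and uncalled (limma adjusted p = 0.462). Among the genes of the PCR list, YS1 (GRMZM2G156599), the root transporter of iron-phytosiderophore complexes, was at 0.723 (limma adjusted p = 0.491) and ferritin (GRMZM2G325575), the iron storage protein, at 0.862 (limma adjusted p = 0.731). The PYE homolog (GRMZM2G133675), which the study maps but did not measure by PCR, was at 0.838. The reference genes GAPDH (GRMZM2G046804) and TUA (GRMZM2G152466) were at 0.989 and 0.887 in their brightest transcripts.

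**Figure D2:**
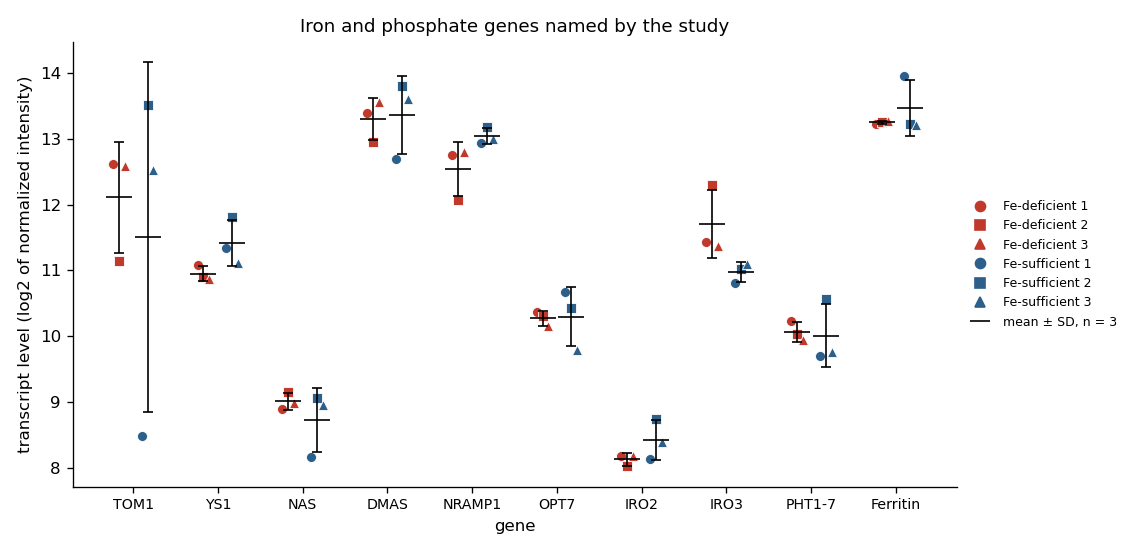
Level of 10 genes that the study names, as log2 of the normalized intensity of the brightest transcript (vertical axis), by gene (horizontal axis). Coloured points are single arrays and black bars are the mean ± SD of 3 arrays of a labelled group; none of these genes was called, and TOM1 spread from 8.489 to 13.508 within the arrays labelled Fe-sufficient.

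The 3 lists fixed for the iron response were not called. The keyword list of phytosiderophore synthesis and transport held 4 genes, ysl11, ysl12, ysl14A and ysl17, with a median log2 difference of 0.12 (camera, adjusted p = 0.803). The wider symbol list of 9 genes, with nas2, naat1, DMAS1, ys1 and TOM1 added, had an adjusted p of 0.872 and a median of 0.12, while the test pointed lower. The phosphate list of 9 genes had a median of -0.05 (camera, adjusted p = 0.347); its member pho1 is named for a starch phosphorylase, not for a phosphate exporter. The methionine salvage list of 10 genes, matched by symbol, had a median of -0.2 (camera, adjusted p = 0.154). In none of these lists was a gene called in limma, whether adjusted over all transcripts or over the list alone.

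Other lists were called with the preset correlation, and none of these calls held with an estimated correlation. For the cytokinin list the estimate was 0.0101, close to the preset of 0.01. A stronger correlation among its genes therefore does not account for that loss. The fewer degrees of freedom of the estimated setting raise p for the same shift (camera, unadjusted p = 0.00206 with the preset and 0.037 with the estimate). A call lost under that setting therefore does not by itself show that a list was not shifted. The 32 genes of the cytosolic ribosome stood higher in the arrays labelled Fe-deficient (median log2 difference 0.25; camera, adjusted p = 0.000118, and adjusted p = 0.518 with an estimated correlation), with 0 single genes called and rpl10 (GRMZM2G467086) at 1.57-fold. The 26 glycolysis and fermentation genes stood higher (median 0.09, adjusted p = 0.00804, and adjusted p = 0.518 with an estimated correlation), with 0 genes called over all transcripts, 1 called over the list alone, and the glyceraldehyde-3-phosphate dehydrogenase gpc4 (GRMZM2G176307) at 2.35-fold. The 22 cytokinin genes stood higher (median 0.22, adjusted p = 0.00963, and adjusted p = 0.345 with an estimated correlation), with 0 genes called over all transcripts and 3 over the list alone, namely the cytokinin oxidases CKX8 (GRMZM2G114427) at 2.27-fold and CKX6 (GRMZM2G404443) at 1.63-fold and the isopentenyltransferase IPT (GRMZM2G102915) at 1.63-fold. The 24 genes of jasmonate synthesis and lipoxygenases stood lower (median -0.29, adjusted p = 0.000224, and adjusted p = 0.332 with an estimated correlation), with 0 genes called and the lipoxygenase lox6 (GRMZM2G040095) 1.76-fold lower. The 21 markers of lignifying xylem also stood lower (median -0.37, adjusted p = 0.0082, and adjusted p = 0.565 with an estimated correlation), with the cinnamoyl-CoA reductase cncr1 (GRMZM2G131205) 1.89-fold lower and uncalled; their per-array medians did not separate the groups, at -0.08, -0.48 and -0.04 against -0.22, 0.54 and 0.27. The 3 genes of iron storage and divalent metal transport, Nramp1 (GRMZM2G147560, not the NRAMP1 above), ZIP4 (GRMZM2G111300) and ferritin, had a median of -0.52 (adjusted p = 0.0511, and adjusted p = 0.518 with an estimated correlation), with 0 called over all transcripts and Nramp1, 2.01-fold lower, called over the list alone. The keyword lists of heat shock and of lignifying xylem each had an adjusted p of 0.307. The remaining symbol lists had adjusted p from 0.0511 to 0.872, and the markers of photosynthetic tissue, dividing cells, phloem, endodermis, seed storage and heat shock were among them.

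**Figure D3:**
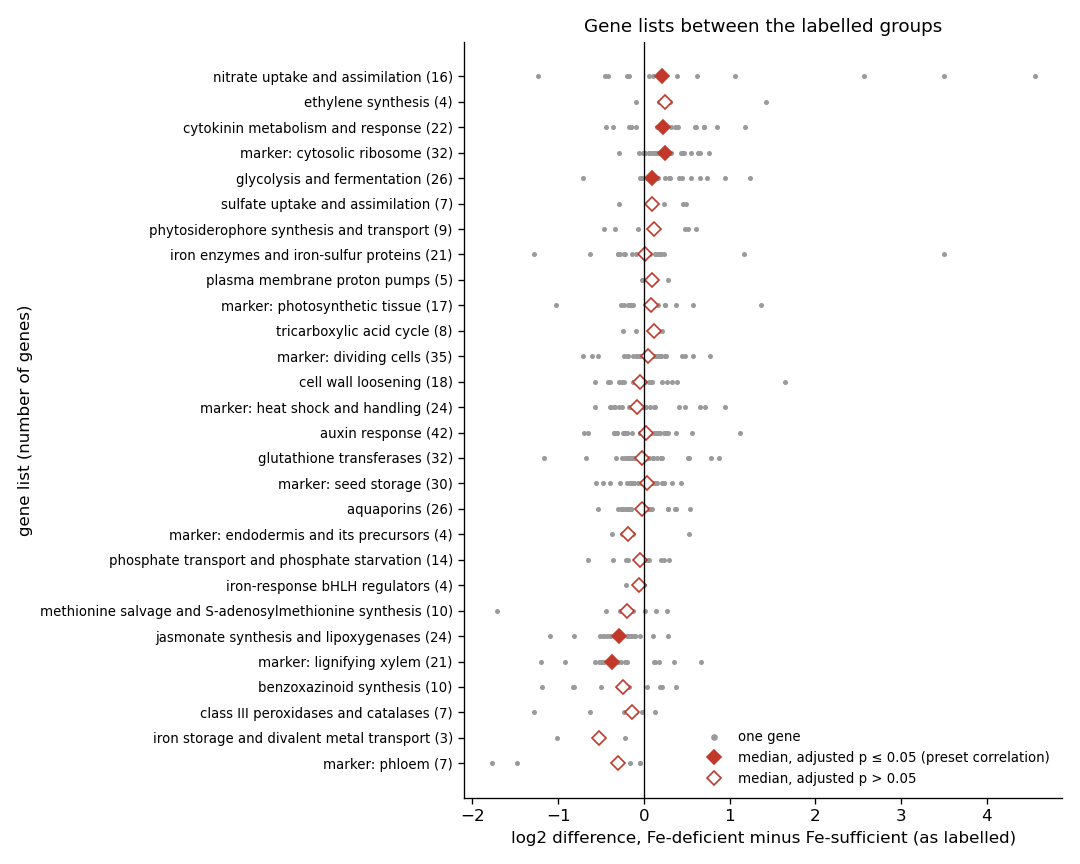
Log2 difference between the arrays labelled Fe-deficient and those labelled Fe-sufficient (horizontal axis) for the genes of each symbol list (vertical axis, with the number of genes). Grey dots are genes and diamonds are medians, filled where the list was called with the preset correlation; the nitrate list reaches furthest right, with NAR at 4.561.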

Values the study reported

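The study reported 724 modulated transcripts, of which 508 were up-regulated and 216 down-regulated, at an adjusted P-value of 0.05 and a fold change of 1.5. It gave fold changes of 11.76 for OPT7, 2.31 for NRAMP1, 2.21 for NAS, 2.05 for DMAS, and 3.83 and 2.31 for the TOM1 transcripts. Its value for the alternative NAD(P)H dehydrogenase gene was larger than that for OPT7, and its value for an IRO2 transcript was nearly as large as that for OPT7.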

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

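The nitrate list was singled out, and normexp with an offset of 50 and the unadjusted p were added, after seeing the data; all other settings were planned. The counts were close to the main value with cyclic loess, median scaling, the mean of probes, a filter on dim transcripts, no minimum fold, a minimum fold of 2, and normexp with an offset of 50: from 50 to 54 transcripts changed. A background correction of the RMA type gave 28 changed, 24 higher and 4 lower, and array weights gave 165, 120 and 45. Counting genes in place of transcripts gave 30 changed and 24 higher, from the use of 1 transcript per gene. An unadjusted p gave 3190 changed, 1515 higher and 1675 lower. Leaving out 1 array gave from 2 to 1096 changed, from 2 to 162 higher and from 0 to 934 lower; the highest counts came without the array labelled Fe-sufficient 1 and the lowest without the array labelled Fe-deficient 1. The 1096 included all 51 transcripts called with 6 arrays. The cause of the changes with background correction and array weights was not tested. The deviations of same-numbered arrays from their group means correlated at -0.12, -0.008 and 0.07, so no pairing by replicate number was seen. With 3 arrays per group, this cannot exclude that same-numbered arrays shared a cultivation. The sources used here do not state whether they did. With the replicate number as a block, 0 transcripts were called in limma, with 0 higher and 0 lower, against 51 without it; at an unadjusted p of at most 0.05 and the minimum fold there were 3523 with the block and 3190 without. The nitrate list was called in every setting except with an estimated correlation (adjusted p = 0.332) and without the array labelled Fe-sufficient 1 (adjusted p = 0.0682); over single arrays left out its adjusted p ran from 0.00282 to 0.0682, and over all settings from 1.31e-05 to 0.332. The phytosiderophore, methionine and phosphate lists stayed uncalled in every setting, the first with its direction turned lower without the array labelled Fe-sufficient 3 and over all transcripts. Of the 46 genes of the rules for called and study genes, no call turned its direction in any setting, and between 0 and 11 uncalled genes changed sign; 12 of the 13 called genes lost the call without the array labelled Fe-deficient 1 and all 13 with the block. The deposited value table and no background correction give the main values themselves and were not run again. Signal over background limits dim transcripts, and 10 of the 51 called were above background on no array of 1 group, so their fold change is at best a bound. For called transcripts of GRMZM2G181081 and GRMZM2G400965 among them the bound showed no rise. For GRMZM2G133684 it was 1.47-fold, under the 1.5-fold threshold.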

Other observations

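The tests of exchanged labels, of the processing, of arrays from another experiment, of weak hybridisation and of the nitrate list over splits were chosen after the result was seen, and the test of a single wrong label was rewritten after the array correlations and the counts with 1 array left out had been seen.

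The list of iron enzymes and iron-sulfur proteins held 21 genes, of which 1 was called, nitrite reductase NIR (GRMZM2G079381), with an adjusted p of 0.872 for the list. Over the list alone 2 were higher and 1 lower: besides NIR, the ferredoxin FDX6 (GRMZM2G106190) was at 11.61 ± 0.09 against 10.44 ± 0.44 (SD, n = 3, 2.25-fold; limma adjusted p over all transcripts = 0.317), and the peroxidase PER42 (GRMZM2G126261) was 2.44-fold lower (limma adjusted p = 0.334).

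The number of called transcripts here was 51, with 42 higher and 9 lower. Those are lower than the values quoted from the study above. The fold changes of OPT7, NRAMP1, NAS and DMAS were 0.982, 0.708, 1.22 and 0.957, with upper bounds of the 95% intervals of 1.45, 1.02, 1.84 and 1.61. Those are lower than the values quoted from the study above. The fold changes of the TOM1 transcripts were 0.981 (95% interval 0.109 to 8.85) and 1.52 (0.204 to 11.4). Those are lower than the values quoted from the study above, which lie within these intervals. The alternative NAD(P)H dehydrogenase gene was at 1.56 (95% interval 1.02 to 2.37), from values near background. The dimmer IRO2 transcript, the one with the larger value in the study, was at 1.08 and above background on no array. Both lie below the study's values.

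The first pattern is that nitrate reductase NAR and nitrite reductase NIR were among the called genes, while 0 of the 28 genes the study tabulates in its main text were called in limma (5 of their 52 transcripts had an unadjusted p of at most 0.05 and the minimum fold). An exchange of labels that keeps 3 arrays in each group is argued against, by a narrow margin: over all 10 splits the median log2 difference of the study genes reached at most 0.24 in size, and the highest upper quartile was 0.55, below a 1.5-fold change, while an unequal exchange was not tested. Values attached to the wrong probes are argued against, since 94.1% of the called transcripts changed at least 1.5-fold the same way on every probe (whole transcripts exchanged were not tested). The processing steps taken here after deposit are argued against too. Under the 5 alternatives of background, normalization and probe summary the median of the study genes was at most -0.03 and the upper quartile at most 0.08. All of these started from intensities already normalized between arrays, so processing before deposit was not tested. A candidate explanation that cannot be told apart from others is that the arrays come from another experiment under these labels. The nitrate list was shifted with the preset correlation (camera, adjusted p = 0.00804) but not with an estimated one (adjusted p = 0.332), which leaves fewer degrees of freedom. No outside array was compared. Few changes of the size of 2-fold would be called here, which bears on the calls but not on the estimates. For OPT7, NRAMP1, NAS and DMAS the upper bounds of the intervals (1.45, 1.02, 1.84 and 1.61) lay below the study's values. Low power to call therefore does not account for the difference from the study in these genes. The intervals of TOM1, IRO3 and AACO and of an ARD transcript (0.693 to 3.1) held the study's values. Those of the other transcripts it tabulates in its main text, some of them near background, lay below the study's values. An effect of iron supply on nitrate assimilation, or a difference between slide positions, stays open and untested.

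The second pattern is that the array labelled Fe-sufficient 1 was closer to the arrays labelled Fe-deficient 1 and 3 than to its own group. It correlated at 0.9826 with each of them, but at 0.9693 and 0.9654 with the other arrays of its own group. With the array labelled Fe-deficient 2 it correlated at 0.9621, lower than with its own group. Weak hybridisation is argued against, since 65.23% of its probes were above the random probes, within the range of the other arrays. A single wrong label cannot be told apart from other causes: of the transcripts called without this array, 67.9% of those higher but 4.82% of those lower lay nearer to its own group in it, and all 8 called transcripts of the nitrate list did. Degraded RNA cannot be told apart either: the median log2 ratio of the last to the first probe was -0.122 on this array, next to -0.227, -0.183 and -0.144 on the arrays labelled Fe-deficient 1, 2 and 3, while the arrays labelled Fe-sufficient 2 and 3 were lower, at -0.42 and -0.341.

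The array labelled Fe-deficient 2 correlated with the other arrays at 0.9471 to 0.9754, of which the first is the lowest of all pairs, and had an array weight of 0.491, against 0.4 for Fe-sufficient 1 and 0.918 or more for the other 4.

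On the array labelled Fe-sufficient 1, some phytosiderophore genes were lowest. The gene nas2 (GRMZM2G030036) was at 8.904, against 11.818 to 13.599 on the other 5 arrays. TOM1 (GRMZM2G063306) was at 8.489, against 11.137 to 13.508. NAS (8.165) and DMAS (12.692) were lowest there by smaller margins, whereas OPT7 (10.673), SAMS3 (15.321) and ferritin (13.958) were highest. Other study genes lay lowest, highest or between. The genes were chosen after their values were seen, and no group was formed from them. Over the genes the study tabulates, the per-array median was -0.18 there and on Fe-deficient 2. It was 0.05 and 0.04 on Fe-deficient 1 and 3, and 0.29 and 0.11 on Fe-sufficient 2 and 3.

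The split by labels gave 51 called transcripts and the highest of the other 9 splits gave 0, so 1 of 10 splits reached the count of 51, and 1 each those of 42 higher and 9 lower, with a highest other value of 0. For the nitrate list 1 of 10 splits had as small a p (0.000915 against 0.0453 as the smallest other), and for the phytosiderophore, methionine and phosphate lists 8, 3 and 4 did, with smallest other p of 0.289, 0.0228 and 0.083. With 10 splits a share under 0.05 cannot be reached.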
